A study of Homo sapiens with 12 samples. Its data were reported in "Uncovering the role of FOXA2 in the Development of Human Serotonin Neurons" (2023).

How the data were processed

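RNA-seq was made from neural stem cells that had been differentiated from WA09 (H9), an established human embryonic stem cell line. The labels gave 12 libraries in 4 groups of 3. Group C was treated with CHIR, an inhibitor of GSK3 that activates WNT signalling. Group CP received CHIR and purmorphamine (PUR), an agonist of the Hedgehog receptor component Smoothened. Group CR received CHIR and retinoic acid (RA), and group CPR received CHIR, PUR and RA. Per the study's text, the base treatment of C, CP and CPR also held inhibitors of TGF-beta and BMP receptors, and the base of CR was not described there. Per the labels, total RNA was extracted with TRIzol and libraries were made with a TruSeq RNA kit.

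The deposited values were TPM, a transcript abundance scaled for gene length and library size, for each gene and library. The authors made them with HISAT2 and StringTie on genome build GRCh38, per the submitters' processing notes, which gave no tool versions and no annotation release. The table held 60666 genes, and 34383 of them were above 0 in at least 1 library. All library columns were matched to a sample. A further 4 columns held the authors' group means and were not used here. TPM keeps no read depth, so the depth of each library was unknown, and no count test was possible. TPM summed to between 993410 and 996407 per library. Gene positions, types and lengths came from GENCODE 29, which held 58420 (96.3%) of the gene identifiers.

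Groups, tests, alternatives, gene lists and the rule for naming genes were chosen before the data were examined. Genes with a TPM of at least 1 in at least 3 libraries were kept, which left 17494 genes. Values were put on the log2(TPM + 1) scale, and 1 linear model over all 12 libraries was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a mean-variance trend). Moderated tests were made for CP versus C, CPR versus CP, CR versus C, CPR versus CR, and the interaction. The interaction was CPR minus CP minus CR plus C, so a positive value means a higher response to RA with PUR than without it. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Changes are log2 values on that scale with their standard error (SE), and levels are mean TPM ± SD with n = 3 per group.

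Gene lists were written from textbook knowledge and covered 29 themes. Those on patterning and signalling were Hedgehog targets and feedback, Hedgehog pathway components, floor plate, ventral progenitor transcription factors, dorsal and intermediate progenitor transcription factors, retinoic acid response, HOX paralogue groups 1 to 5, HOX paralogue groups 6 to 13, hindbrain, forebrain, midbrain and midbrain-hindbrain boundary, Notch targets and ligands, WNT targets, BMP targets and FGF targets. Those on cell types and states were proneural and neurogenesis, early neurons, visceral and somatic motor neuron precursors, dorsal and intermediate interneuron classes, serotonergic, neural stem cell, pluripotency, neural crest, mesoderm and endothelium, endoderm, mesenchyme, surface ectoderm and placode, proliferation, and stress response. Of the 390 genes listed, 389 were in the table. A further 4 lists held genes that the study named in its text. Its data statement names another record, so whether it chose them on these same libraries was not settled. List members were counted as risen, fallen or not called with the p-values adjusted over all genes, and again adjusted over the list alone. Each list with at least 3 tested members was compared with all other genes by the limma function camera, with a preset correlation of 0.01 between genes. That test was repeated with an estimated correlation, and the function fry was run as an alternative. List p-values were adjusted over the lists of a comparison.

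Named genes were set by rule. They were the study's genes in their own comparison, with FOXA2, RARA, RARB and RARG in every comparison. To these were added, per comparison, the 8 called genes with the largest rise and the 8 with the largest fall among genes without a non-coding symbol that had a mean of at least 5 TPM and libraries that did not overlap between groups. Up to 4 called members of each list were also named, or up to 2 with the highest TPM where none was called. Lists with few measured or called members could be named in full. Genes outside the rule are marked as chosen after their values were seen. Results for some genes that the rule named are not reported here.

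Alternatives chosen beforehand were pseudocounts of 0.1 and 5, no filter, a filter at a TPM of 5, median-of-ratios scaling, a fit of only the 6 libraries compared, no mean-variance trend, a 2-fold threshold, each library left out in turn, and the replicate number as a block. Library weights, and C replicate 3 left out for the comparisons without group C, were added after the data were seen. Replicates with equal numbers shared only a name, because the correlation of their deviations from the group mean ran from -0.07 to 0.06 (mean -0.003) and 0 of 18 pairs exceeded 0.1. The labels called the replicates biological, and the study's captions spoke of independent experiments, but neither said whether each library came from its own differentiation, so p-values measure only the spread between these samples. No pair of replicates had equal values in more than 1.47% of the tested genes.

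The fit was tested on simulated data in which 200 of 17494 genes were changed. At a log2 change of 1 it recovered 77.5% of the changed genes for CP versus C, 81.1% for CPR versus CP, 75.3% for CR versus C, 76.6% for CPR versus CR and 47.8% for the interaction. At a change of 2 it recovered 93.4%, 100%, 95.3%, 95.9% and 80.6%. False genes made up 3.1% to 6.2% of those called. A minimum recovery was first asked of every comparison, the interaction missed it at a change of 2, and it was then kept for the other comparisons only. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.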

Results

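The study asked how Hedgehog activation and RA shape the transcriptome of human neural stem cells, with FOXA2 and its control at the centre of its interest. Bulk RNA-seq covered 12 libraries, 3 in each of the groups C, CP, CR and CPR. Between 15504 and 16416 genes per library had a TPM of at least 1.

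Libraries grouped by treatment. The first principal component (33.5% of the variance) set the groups with PUR, at scores of 30.8 to 32.3, apart from the groups without it, at -40.9 to -25.7. The second (18.6%) set groups with RA, at -33.1 to -9.6, apart from groups without it, at 14.6 to 33.5. The third (10.9%) set C replicate 3, at 48.2, apart from C replicates 1 and 2, at -25.9 and -24.6, with the other groups between -10.2 and 9.2. C replicate 3 correlated at 0.967 with the other C libraries, while all other replicate pairs correlated at 0.976 to 0.981. Ribosomal protein genes held 30.5% of its TPM, against 25.2% and 24.9% in the other C libraries and 28.2% to 30.6% in the other groups. In C replicate 3 the median deviation from the other C libraries was -0.29 over all 17494 tested genes, and 67% of these lay below both. It was -0.42 for Hedgehog pathway components, -0.41 for WNT targets, -0.31 for early neuron genes, -0.24 for proneural genes, -0.23 for dorsal genes, -0.18 for neural crest genes, 0.03 for RA response genes and 0 for HOX genes of groups 1 to 5. With median-of-ratios scaling the median was -0.01 over all genes, and in the same order -0.09, -0.17, 0.02, 0.04, -0.08, 0.14, 0.29 and 0 for the lists. Because of this, the total of called genes in each comparison is also given without that library, a choice made after the data were seen. Counts of 2-fold changes, of list members and of genes shared between comparisons are given with all 12 libraries only.

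**Figure D1:**
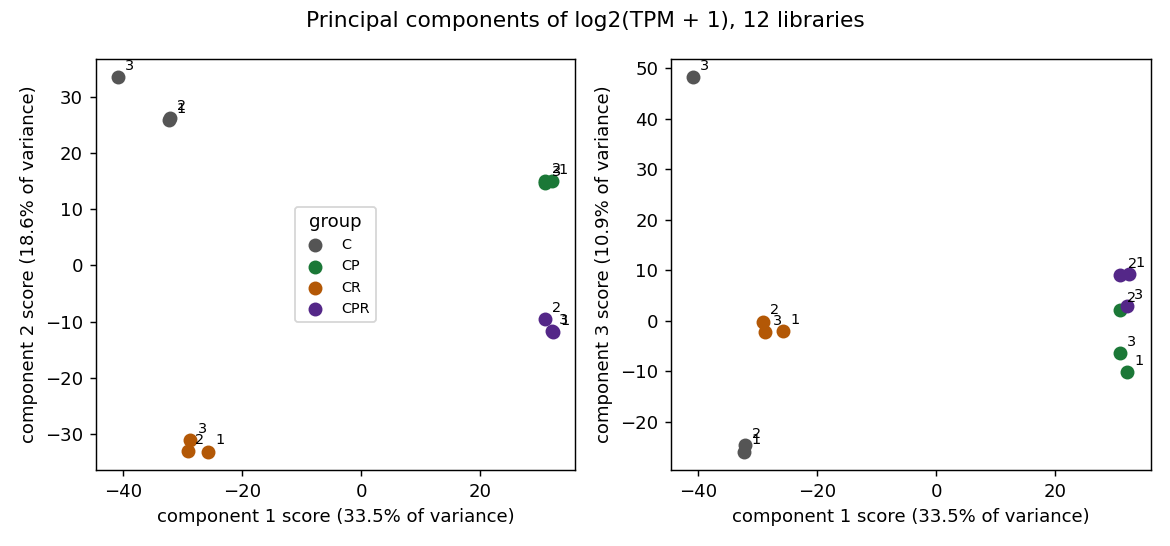
Principal component scores of the 12 libraries on the log2(TPM + 1) scale over the tested genes. Left, components 1 and 2, and right, components 1 and 3. Colour gives the group and the number gives the replicate. C replicate 3 lies apart from C replicates 1 and 2 along component 3.

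CP versus C asked what PUR did without added RA. The 4 Hedgehog target genes measured rose, and most of the early neuron, proneural and neural crest genes measured fell. FOXA2 (ENSG00000125798, GRCh38 chromosome 20, 22581005 to 22585455), the transcription factor that specifies floor plate, was listed at 0 TPM in all 3 C libraries and at 4.04, 3.66 and 4.08 TPM in CP (adjusted p 4.9e-07). GLI1 (ENSG00000111087, chromosome 12, 57460135 to 57472262), a transcriptional target and effector of the pathway, rose from 1.07 ± 0.316 to 16.9 ± 1.06 TPM (log2 change 3.12, SE 0.16, adjusted p 1.2e-07). NKX6-2, a ventral homeobox gene, rose from 0.0167 ± 0.0289 to 23.1 ± 0.945 TPM. STMN2, a microtubule regulator of young neurons, fell from 252 ± 12.3 to 11.6 ± 1.93 TPM (log2 change -4.34, SE 0.10, adjusted p 3.2e-10).

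Of the Hedgehog targets, 4 of 4 measured genes rose (camera adjusted p 1.9e-06), among them PTCH1, the Hedgehog receptor, from 18.9 ± 6.51 to 142 ± 11 TPM, and HHIP, a ligand-binding inhibitor, from 2.11 ± 0.786 to 7.37 ± 1.54 TPM. Among 10 pathway components 1 rose, 4 fell and 5 were not called (camera adjusted p 0.14, lower in fry at 0.029). The co-receptor genes CDON (log2 change -1.86) and GAS1 (-1.14) and GLI3 (-1.28), the source of the main GLI repressor, fell, and the endocytic receptor gene LRP2 rose (1.46). Of 5 floor plate genes 4 rose and SLIT2 fell, with NTN1, an axon guidance cue, going from 4.96 ± 0.806 to 16.5 ± 0.471 TPM. The floor plate call (camera adjusted p 0.0031) was lost with the estimated correlation (0.23). Among 8 ventral progenitor genes 5 rose and 3 fell (camera adjusted p 0.014, estimated correlation 0.20). NKX2-8 was listed at 0 in every C library and at 6.83, 7.76 and 7.5 TPM in CP, and NKX2-2 rose from 0.237 ± 0.133 to 5.28 ± 0.221 TPM. OLIG3, counted in this ventral list although it marks dorsal progenitors in the hindbrain, fell from 13.5 ± 6.72 to 0.24 ± 0.105 TPM. Counts for these lists were the same adjusted over the list alone.

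Of 15 dorsal and intermediate progenitor genes 12 fell, 1 rose and 2 were not called, with the same counts adjusted over the list alone (camera adjusted p 2.1e-08, estimated correlation 0.066). ZIC1 fell from 34.6 ± 9.02 to 1.39 ± 1.07 TPM and MSX1 from 19.8 ± 4.55 to 1.37 ± 0.45 TPM, while DBX1, a gene of intermediate progenitors, rose from 0.32 ± 0.252 to 10.5 ± 0.68 TPM. WNT targets fell in 10 of 12 cases, with 1 higher, and BMP targets in 7 of 11, with 2 higher, and the counts were the same adjusted over the lists alone. These calls (camera adjusted p 3.5e-05 and 0.0028) were lost with the estimated correlation (0.17 and 0.14). LEF1, a WNT-responsive transcription factor, fell from 82.2 ± 8.49 to 25 ± 0.889 TPM, and ID1, an inhibitor of basic helix-loop-helix factors, from 50.9 ± 8.64 to 6.47 ± 2.18 TPM. In the RA response list 9 of 13 genes fell and 1 rose, or 9 and 2 adjusted over the list alone (camera adjusted p 0.00016, estimated correlation 0.018). The RA-degrading enzyme gene CYP26A1 fell from 101 ± 1.16 to 30.8 ± 1.04 TPM, RARA from 16.7 ± 0.322 to 8.35 ± 0.217 TPM and RARG by a log2 change of -0.61, which was not called with only the 6 libraries (adjusted p 0.080), while RARB, the RA-inducible receptor gene, rose from 1.36 ± 0.431 to 5.07 ± 0.483 TPM.

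Neuron and neural crest genes fell together. Among proneural and neurogenesis genes 12 of 14 fell and 1 rose (camera adjusted p 7.6e-12, estimated correlation 0.018), and NHLH1, expressed in newborn neurons, went from 68.8 ± 7.89 to 7.5 ± 0.29 TPM. Of 16 early neuron genes 14 fell and none rose (camera adjusted p 9.6e-16, estimated correlation 0.018). The neurofilament gene NEFM fell from 417 ± 29 to 44.9 ± 0.742 TPM and GAP43, a growth cone protein gene, from 89.1 ± 3.22 to 5.22 ± 0.2 TPM. In C replicate 3, 13 of these 16 genes lay below the other C libraries and 3 above, but with median-of-ratios scaling, which takes out the shift of all genes in that library, 7 lay below and 6 above. Interneuron class genes fell in 8 of 10 cases (camera adjusted p 2.3e-07, estimated correlation 0.018), including POU4F1 from 42 ± 4.6 to 2.37 ± 0.0306 TPM. Neural crest genes fell in 10 of 12 cases (camera adjusted p 1.7e-09, estimated correlation 0.022), including SOX10, a master regulator of crest and its glia, from 216 ± 6.01 to 69.4 ± 2.98 TPM. Of 15 neural stem cell genes 8 rose and 2 fell (camera adjusted p 0.0026, estimated correlation 0.23), with SOX2 going from 182 ± 12.3 to 343 ± 4.23 TPM. All of these counts were the same adjusted over the list alone.

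In camera, regional and cell cycle lists were not told apart from all other genes. The function fry, which asks whether a list moves on balance without comparing it with other genes, called HOX groups 1 to 5 (adjusted p 0.015), forebrain (0.0037) and midbrain (0.032) genes higher and hindbrain (0.00083), motor neuron precursor (1.6e-05), Notch (0.00043) and serotonergic (0.0016) genes lower. It did not call proliferation genes (0.13). Of 13 HOX genes in groups 1 to 5 only HOXA3 was called (3.72 ± 0.991 to 10.8 ± 0.126 TPM), with the same count adjusted over the list alone (camera adjusted p 0.35). Among 12 hindbrain genes 1 rose and 3 fell, or 1 and 4 adjusted over the list alone (camera adjusted p 0.35), and the rhombomere gene EGR2 fell by a log2 change of -3.14. Forebrain genes gave 1 higher and 1 lower of 4 (camera adjusted p 0.37), and midbrain genes 1 higher and 2 lower of 4 (0.97), with FGF8 at a log2 change of 1.71. Motor neuron precursor genes gave 1 higher and 3 lower of 7 (0.26), and Notch genes 2 higher and 4 lower of 16 (0.80), with the ligand gene DLL3 at -2.04, and the counts of these 4 lists were the same adjusted over the list alone. Serotonergic genes gave 2 higher and 2 lower of 6, or 3 and 2 adjusted over the list alone (camera adjusted p 0.97): SLC18A2, the vesicular monoamine transporter gene, rose from 0.187 ± 0.0473 to 2.17 ± 0.32 TPM and LMX1B fell from 18.3 ± 2.84 to 1.19 ± 0.0917 TPM. The 6 tested were GCH1, SLC18A2, MAOA, MAOB, DDC and LMX1B. TPH2, which the study calls a specific serotonergic marker, FEV and SLC6A4 were listed but not tested. The study sampled its RNA-seq cells before its serotonergic progenitor stage. Of 16 proliferation genes 4 fell and 12 were not called (camera adjusted p 0.25), and the S-phase gene PCNA had a log2 change of -0.28.

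Across all genes 3999 were called, 1552 higher and 2447 lower, and 939 of them changed at least 2-fold. Without C replicate 3 there were 5560, 1631 higher and 3929 lower, and 3672 of the first set were called again. Median-of-ratios scaling gave 2273 higher and 2537 lower, so the share of rises went from 38.8% to 47.3%. The 2-fold count depended on the pseudocount, at 1414 with 0.1 and 338 with 5. The largest rises included SALL1, a zinc finger transcription factor, from 7.95 to 75 TPM, and the serotonin receptor gene HTR1D from 0.76 to 11.5 TPM, and the largest falls included the neuropeptide gene SST from 350 to 16.3 TPM. Of the study's own genes, 5 of 5 tested among those it reported higher rose, and 3 of 3 tested among those it reported lower fell, among them NEUROD4 and RARA, with the same counts adjusted over the lists alone. The study chose these genes from an experiment of this design, so they are not independent evidence. NKX2-1, SHH, FOXA1 and ATOH1 did not pass the filter, with mean TPM in CP of 0.7, 0.153, 0.733 and 0. In the fit without a filter NKX2-1 (log2 change 0.72, adjusted p 0.00043) and FOXA1 (0.63, adjusted p 0.019) rose, ATOH1 fell (-0.78, adjusted p 0.0082), and SHH was not called (0.20, adjusted p 0.20).

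**Figure D2:**
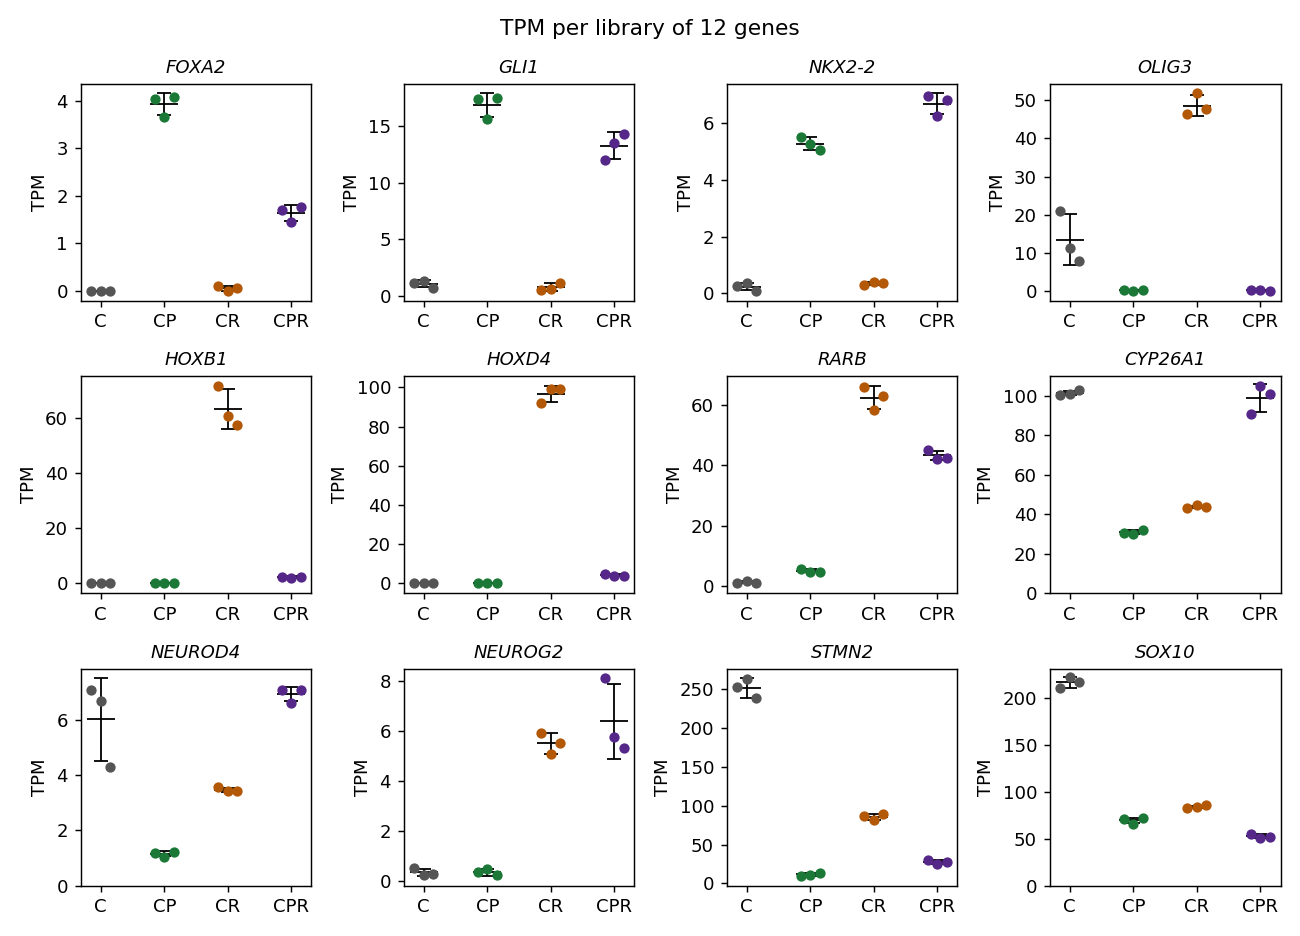
TPM in each library for 12 genes of the patterning, RA, HOX, neurogenesis, neuron and neural crest lists. Points are libraries, horizontal lines are group means and bars are the SD of 3 libraries. FOXA2, GLI1 and NKX2-2 were high where PUR was present, and HOXB1 and HOXD4 were highest in CR.

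CPR versus CP asked what RA added to PUR. FOXA2 fell from 3.93 ± 0.232 to 1.63 ± 0.17 TPM (log2 change -0.90, SE 0.14, adjusted p 0.0037). This call was lost with a pseudocount of 0.1 (log2 change -1.22, adjusted p 0.21), where the change itself was larger. The libraries did not overlap, at 4.04, 3.66 and 4.08 TPM in CP and 1.7, 1.44 and 1.76 TPM in CPR. The fit shares 1 spread per gene over all groups, and CR, at 0.1, 0 and 0.06 TPM, spreads widely on that log scale. RARB (ENSG00000077092, chromosome 3, 25174332 to 25597932) rose from 5.07 ± 0.483 to 43.2 ± 1.58 TPM (log2 change 2.86, SE 0.13, adjusted p 1.3e-07). HOXB2, a gene of the anterior hindbrain, rose from 0.0167 ± 0.0289 to 18.7 ± 3.96 TPM.

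Of 13 HOX genes in groups 1 to 5, 8 rose and 1 fell, or 9 and 1 adjusted over the list alone (camera adjusted p 1.6e-19, estimated correlation 0.00033). HOXC4 rose from 0.68 ± 0.297 to 19.9 ± 2.14 TPM. HOXA2, named because it was the gene that fell and chosen after its values were seen, went from 17 to 5.58 TPM (log2 change -1.47). RA response genes rose in 7 of 13 cases, or 7 with 1 lower adjusted over the list alone (camera adjusted p 8.4e-12, estimated correlation 0.00091), with CYP26A1 from 30.8 ± 1.04 to 99 ± 7.22 TPM and RARA from 8.35 ± 0.217 to 17.2 ± 2.8 TPM. RARG stood at 2.97 ± 0.18 and 3.09 ± 0.0954 TPM and was not called (adjusted p 0.96). Hindbrain genes rose in 6 of 12 cases, or 7 with 1 lower adjusted over the list alone (camera adjusted p 2.9e-08, estimated correlation 0.0028), and the HOX cofactor gene MEIS1 went from 13.1 ± 1.24 to 38.2 ± 0.263 TPM.

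Genes of neurogenesis rose. Among 14 proneural genes 12 rose, also adjusted over the list alone (camera adjusted p 5.8e-22, estimated correlation 0.00099), with NEUROG2 from 0.37 ± 0.135 to 6.41 ± 1.5 TPM and NEUROD4 from 1.16 ± 0.0964 to 6.94 ± 0.263 TPM. Of 16 early neuron genes 4 rose and 1 fell, or 7 and 2 adjusted over the list alone (camera adjusted p 5.0e-06, estimated correlation 0.098), and STMN2 went from 11.6 ± 1.93 to 27.5 ± 2.17 TPM. The motor neuron precursor list (camera adjusted p 5.8e-06, estimated correlation 0.0062) had 2 of 7 genes higher, or 3 adjusted over the list alone, including PHOX2A (0.2 ± 0.0361 to 6.19 ± 0.915 TPM). Of 16 Notch genes 2 rose, or 2 with 1 lower adjusted over the list alone (camera adjusted p 0.035, estimated correlation 0.17). In the ventral list 2 of 8 rose, also adjusted over the list alone, namely NKX6-1 (7.25 ± 0.857 to 16.8 ± 1.66 TPM) and FOXN4, a gene of interneuron progenitors (log2 change 1.34), with a camera adjusted p of 0.00088 and an estimated-correlation p of 0.093. Of 16 proliferation genes 1 rose, or 3 adjusted over the list alone (camera adjusted p 0.0034, estimated correlation 0.35, fry 0.14).

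Neural crest genes fell in 5 of 12 cases, or 8 adjusted over the list alone (camera adjusted p 5.0e-06, estimated correlation 0.072), and TFAP2B went from 29.6 ± 3.63 to 12.1 ± 1.19 TPM. Of 10 interneuron class genes 3 fell, or 4 adjusted over the list alone (camera adjusted p 0.0042, estimated correlation 0.093). FOXA2 and SULF1, a heparan sulfate editing enzyme gene, were the 2 of 5 floor plate genes that fell, or 3 adjusted over the list alone (camera adjusted p 0.0024, estimated correlation 0.19). Midbrain genes had 1 of 4 lower, PAX2, or 2 adjusted over the list alone (camera adjusted p 0.036, estimated correlation 0.11, without C replicate 3 0.12). Of 4 Hedgehog targets none was called over all genes and 1 was lower adjusted over the list alone (camera adjusted p 0.22), with GLI1 at 16.9 ± 1.06 and 13.3 ± 1.18 TPM. None of 10 Hedgehog pathway components was called (0.96). Dorsal genes gave 3 higher and 2 lower of 15, or 4 and 2 adjusted over the list alone (camera adjusted p 0.27), with WNT3A at a log2 change of -1.52. Of 12 WNT targets 1 fell, or 3 adjusted over the list alone (camera adjusted p 0.074, without C replicate 3 0.042). FABP7, a radial glia gene, fell by a log2 change of -1.53 in a neural stem cell list with 3 higher and 3 lower of 15, or 4 and 4 adjusted over the list alone (camera adjusted p 0.57).

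In all, 568 genes were called, 336 higher and 232 lower, and 202 changed at least 2-fold. Without C replicate 3, a library of neither group, 17347 genes passed the filter and 1403 were called, 649 higher and 754 lower, and all 568 were called again. The main fit shares 1 spread per gene over all 12 libraries, so C replicate 3 also enters the error of this comparison. With only the CP and CPR libraries 921 genes were called. Leaving out any 1 of the CP or CPR libraries gave 325 to 372 genes, the fewest without CPR replicate 3. Large rises also included NPPC, a natriuretic peptide gene (1.64 to 41.7 TPM), and IGF2 (1.84 to 17.4 TPM), and INS-IGF2 shares reads with IGF2. Of the 11 study genes reported higher 9 rose, or 10 adjusted over the list alone, and GBX1 (log2 change 0.59, adjusted p 0.20) and RARG were the genes not called. FOXA2 and FEZF1 were the 2 of 2 tested genes reported lower, and they fell here too, but FEZF1 (log2 change -0.77) was not called without CP replicate 1 (adjusted p 0.13), CP replicate 2 (0.15), CP replicate 3 (0.067), CPR replicate 1 (0.14) or CPR replicate 2 (0.15). NKX2-1 did not pass the filter, and in the fit without a filter it fell (log2 change -0.52, adjusted p 0.016). The study chose these lists from an experiment of this design, so they are not independent evidence.

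CR versus C asked what RA did without PUR. HOX genes rose most. HOXB1 (ENSG00000120094, chromosome 17, 48528526 to 48531001), the rhombomere 4 gene, was listed at 0 TPM in each C library and at 71.66, 60.89 and 57.45 TPM in CR (adjusted p 1.7e-10). HOXD4 was listed at 0 in C and at 91.95, 99.04 and 98.95 TPM in CR, and HOXB2 rose from 0.407 ± 0.261 to 102 ± 0.852 TPM (log2 change 6.22, SE 0.16). RARB rose from 1.36 ± 0.431 to 62.3 ± 3.85 TPM (log2 change 4.76, SE 0.13, adjusted p 4.1e-10). FOXA2 was listed at 0.1, 0 and 0.06 TPM in CR and was not called (adjusted p 0.82).

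Of 13 HOX genes in groups 1 to 5, 12 rose and HOXA2, again chosen after its values were seen, fell (log2 change -1.77), with the same counts adjusted over the list alone (camera adjusted p 2.2e-28, estimated correlation 7.6e-05). HOX clusters hold overlapping and antisense transcripts, and the sources do not say whether reads were assigned by strand. In HOX groups 6 to 13, which held too few tested genes for the list test, HOXB8 and HOXD8 rose, with 1.69 ± 0.921 and 5.07 ± 0.301 TPM in CR and 0 in C. Hindbrain genes rose in 7 of 12 cases and fell in 2, or 7 and 3 adjusted over the list alone (camera adjusted p 5.8e-06, estimated correlation 0.013). RA response genes gave 6 higher and 5 lower of 13, or 7 and 5 adjusted over the list alone (camera adjusted p 0.051, without C replicate 3 0.0054, higher in fry at 8.6e-08). RARA rose from 16.7 ± 0.322 to 41 ± 0.674 TPM, RARG from 5.13 ± 1.14 to 10.4 ± 1.2 TPM and the retinaldehyde reductase gene DHRS3 from 0.157 ± 0.118 to 40.4 ± 7.19 TPM, while CYP26C1, which degrades RA, fell from 8.97 ± 1.07 to 0.293 ± 0.191 TPM. Of 15 dorsal genes 10 rose and 1 fell, also adjusted over the list alone (camera adjusted p 2.5e-09, estimated correlation 0.060), and PAX6 went from 15.4 ± 2.47 to 47.1 ± 0.286 TPM.

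Early neuron genes fell in 15 of 16 cases (camera adjusted p 8.8e-16, estimated correlation 0.013), with NEFM from 417 ± 29 to 115 ± 8.57 TPM and STMN2 to 86.1 ± 3.87 TPM, and neural crest genes fell in 9 of 12 (camera adjusted p 3.3e-11, estimated correlation 0.013), with SOX10 to 83.8 ± 1.47 TPM. Both counts were the same adjusted over the list alone. Interneuron class genes gave 1 higher and 7 lower of 10, or 1 and 8 adjusted over the list alone (camera adjusted p 1.3e-06, estimated correlation 0.013). Among 14 proneural genes 8 fell and 2 rose, also adjusted over the list alone (camera adjusted p 0.00018, estimated correlation 0.082). NEUROG2 rose from 0.367 ± 0.144 to 5.53 ± 0.42 TPM, and NHLH1 fell to 21 ± 1.42 TPM. WNT targets gave 6 of 12 lower, or 7 with 1 higher adjusted over the list alone (camera adjusted p 0.0087, estimated correlation 0.33), with LEF1 at a log2 change of -1.74. Notch genes gave 3 higher and 7 lower of 16, or 3 and 8 adjusted over the list alone (camera adjusted p 0.045, estimated correlation 0.24, without C replicate 3 0.34). Hedgehog components gave 3 higher and 1 lower of 10, or 4 and 1 adjusted over the list alone (camera adjusted p 0.023, estimated correlation 0.41), with GAS1 at 0.89. Of 16 proliferation genes 2 rose, also adjusted over the list alone (camera adjusted p 0.0069, estimated correlation 0.40, fry 0.059). None of 4 Hedgehog targets was called, also adjusted over the list alone (camera adjusted p 0.66). PHOX2A rose from 0.127 ± 0.136 to 2.16 ± 0.295 TPM in a motor neuron precursor list with 3 higher and 1 lower of 7, or 3 and 2 adjusted over the list alone (camera adjusted p 0.15, without C replicate 3 0.028, higher in fry at 5.1e-06).

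Called genes numbered 2277, 869 higher and 1408 lower, and 603 changed at least 2-fold. Without C replicate 3 there were 3931, 1019 higher and 2912 lower, and 2119 of the first set were called again. Median-of-ratios scaling gave 1204 higher and 1385 lower, so the share of rises went from 38.2% to 46.5%. The count was 1512 without CR replicate 1 and 1495 without CR replicate 2. In C replicate 3 the pluripotency genes deviated by a median of -0.54, with 6 of 6 genes below the other C libraries, and floor plate genes by -0.45, against -0.29 for all genes. With median-of-ratios scaling these medians were -0.21, with 5 genes below and 1 above, and -0.13.

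CPR versus CR asked what PUR did in the presence of RA. GLI1 rose from 0.77 ± 0.33 to 13.3 ± 1.18 TPM (log2 change 3.03, SE 0.16, adjusted p 1.7e-07), and FOXA2 stood at 1.7, 1.44 and 1.76 TPM in CPR against 0.1, 0 and 0.06 in CR (adjusted p 5.1e-05). ZIC1 fell from 123 ± 6.75 to 0.647 ± 0.801 TPM (log2 change -6.34, SE 0.35) and OLIG3 from 48.6 ± 2.82 to 0.287 ± 0.14 TPM (-5.27, SE 0.25). HOXB1 stood at 2.15, 1.75 and 2.45 TPM in CPR, a fall from 63.3 ± 7.41 TPM (adjusted p 3.7e-09). DLK1, which codes for a Notch-related membrane protein, rose from 12.2 to 322 TPM.

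Of the 4 Hedgehog targets 4 rose, also adjusted over the list alone (camera adjusted p 2.8e-07, estimated correlation 0.027). Among 8 genes of the ventral list 4 rose and 1 fell (camera adjusted p 0.00010, estimated correlation 0.059), with NKX6-1 from 0.45 ± 0.07 to 16.8 ± 1.66 TPM. The gene that fell was OLIG3, a dorsal progenitor marker in the hindbrain. Of 15 dorsal genes 13 fell and 1 rose, or 14 and 1 adjusted over the list alone (camera adjusted p 5.6e-15, estimated correlation 0.023), with MSX1 from 45.6 ± 1.42 to 1.4 ± 0.5 TPM. BMP targets fell in 9 of 11 cases and 1 rose, also adjusted over the list alone (camera adjusted p 5.3e-08, estimated correlation 0.022), with ID1 from 67.9 ± 1.03 to 7.62 ± 1.12 TPM. WNT targets fell in 8 of 12 cases and 1 rose, or 9 and 1 adjusted over the list alone (camera adjusted p 0.00037, estimated correlation 0.20), and SP8, the gene that rose, had a log2 change of 2.49. Floor plate genes gave 3 higher and 1 lower of 5 (camera adjusted p 0.019, estimated correlation 0.30). Hedgehog components gave 1 higher and 4 lower of 10, also adjusted over the list alone (camera adjusted p 0.011, estimated correlation 0.36).

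HOX genes of groups 1 to 5 fell in 12 of 13 cases, or 12 with 1 higher adjusted over the list alone (camera adjusted p 1.7e-16, estimated correlation 0.00059), with HOXB3 from 57.9 ± 3.63 to 4.27 ± 0.13 TPM, and HOXB8 and HOXD8 also fell. Hindbrain genes gave 2 higher and 8 lower of 12, also adjusted over the list alone (camera adjusted p 0.0013, estimated correlation 0.041). RA response genes gave 4 higher and 8 lower of 13, also adjusted over the list alone (camera adjusted p 0.035, estimated correlation 0.11). RARA fell from 41 ± 0.674 to 17.2 ± 2.8 TPM and RARG from 10.4 ± 1.2 to 3.09 ± 0.0954 TPM. RARB had a log2 change of -0.52 (adjusted p 0.014), a call lost without CR replicate 1 (adjusted p 0.060), CR replicate 3 (0.054), CPR replicate 2 (0.055) or CPR replicate 3 (0.052).

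Interneuron class genes fell in 8 of 10 cases, also adjusted over the list alone (camera adjusted p 9.9e-07, estimated correlation 0.022), and neural crest genes in 8 of 12, also adjusted over the list alone (1.8e-05, estimated correlation 0.062). Early neuron genes gave 1 higher and 9 lower of 16, or 2 and 10 adjusted over the list alone (camera adjusted p 0.00010, estimated correlation 0.14), with STMN2 from 86.1 ± 3.87 to 27.5 ± 2.17 TPM. Proneural genes gave 2 higher and 6 lower of 14, or 2 and 8 adjusted over the list alone (camera adjusted p 0.024, estimated correlation 0.23, without C replicate 3 0.058), and NEUROG1 went from 16.8 ± 2.8 to 5.58 ± 0.324 TPM. Neural stem cell genes gave 7 higher and 1 lower of 15, or 8 and 3 adjusted over the list alone (camera adjusted p 0.00039, estimated correlation 0.17). Of 6 serotonergic genes 2 rose and 4 fell, also adjusted over the list alone (camera adjusted p 0.19, lower in fry at 0.00026), with LMX1B from 4.37 ± 0.57 to 0.3 ± 0.0656 TPM. TPH2, FEV and SLC6A4 were not among these 6, so the counts do not speak for serotonergic identity. Of 16 proliferation genes 1 fell, or none adjusted over the list alone (camera adjusted p 0.0498, estimated correlation 0.47, fry 0.060). Called genes numbered 3052, 1229 higher and 1823 lower, and 790 changed at least 2-fold. Without C replicate 3 there were 5368, 2327 higher and 3041 lower, and 3045 of the first set were called again. That library is of neither group, but its spread enters the shared error. With only the CPR and CR libraries 4700 genes were called. Median-of-ratios scaling gave 1724 higher and 1883 lower, so the share of rises went from 40.3% to 47.8%.

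**Figure D3:**
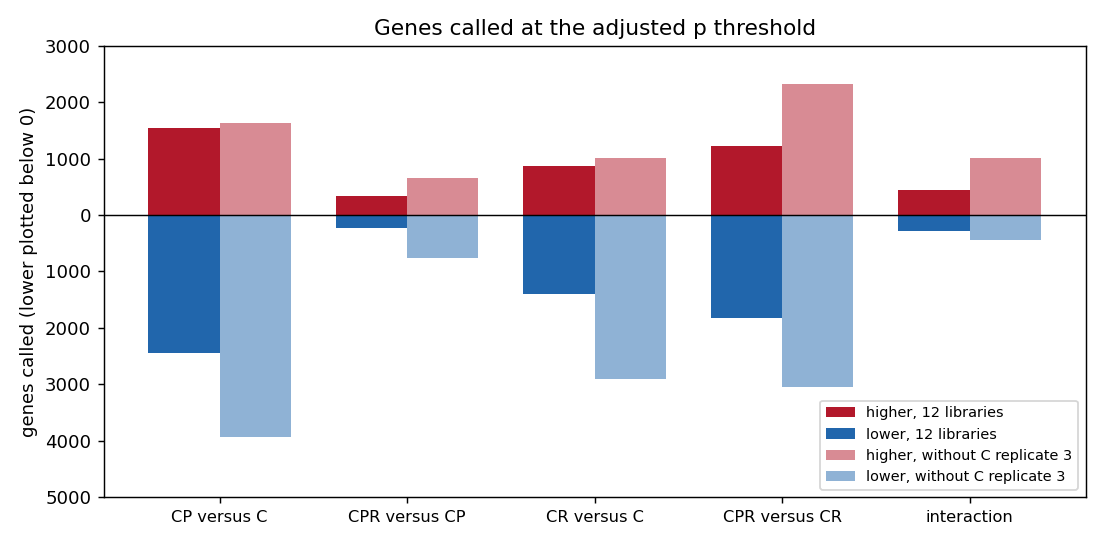
Number of genes called higher (above 0) and lower (below 0) in each comparison, with all 12 libraries in dark colour and without C replicate 3 in light colour. The counts without that library were higher in each comparison.

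The interaction asked whether the response to RA differed with PUR. HOX genes rose less, and neurogenesis and neuron genes were higher, when RA came with PUR than the separate responses added up to. HOXD1, listed at 0 in C, at 58.39, 69.81 and 64.61 TPM in CR and at 1.37, 1.83 and 1.55 TPM in CPR, had an interaction of -4.73 (SE 0.19, adjusted p 1.6e-07). CYP26A1 fell with RA in the absence of PUR (101 ± 1.16 to 43.8 ± 0.631 TPM) and rose with it in the presence of PUR (30.8 ± 1.04 to 99 ± 7.22 TPM), an interaction of 2.84 (SE 0.09, adjusted p 3.8e-08). STMN2 had an interaction of 2.72 (SE 0.15, adjusted p 1.2e-06). RARA had an interaction of -0.30 and was not called (adjusted p 0.40).

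Of 13 HOX genes in groups 1 to 5, 11 had a negative interaction, or 12 adjusted over the list alone (camera adjusted p 3.6e-30, estimated correlation 6.0e-05). Among 14 proneural genes 11 were positive, also adjusted over the list alone (camera adjusted p 7.1e-20, estimated correlation 0.0023), with NEUROD4 at 2.51. Early neuron genes were positive in 10 of 16 cases, or 14 adjusted over the list alone (camera adjusted p 4.7e-23, estimated correlation 0.0059), with NEFM at 2.61, and interneuron class genes in 5 of 10, or 6 adjusted over the list alone (camera adjusted p 0.00015, estimated correlation 0.048). For CPR versus CP 0 of these interneuron genes rose and 3 fell, among them POU4F1 and LMX1B. PUR alone had left DRGX at 0.05, 0.05 and 0.02 TPM, so RA had little room to lower it. Such a floor was not tested for this list. Dorsal genes gave 2 positive and 8 negative of 15, or 2 and 10 adjusted over the list alone (camera adjusted p 5.5e-07, estimated correlation 0.090). Neural crest genes gave 5 positive of 12, or 6 with 1 negative adjusted over the list alone (camera adjusted p 7.9e-06, estimated correlation 0.065). Notch genes gave 7 positive and 1 negative of 16, or 8 and 2 adjusted over the list alone (camera adjusted p 0.0012, estimated correlation 0.065, without C replicate 3 0.057). Motor neuron precursor genes gave 2 positive and 1 negative of 7, or 3 and 1 adjusted over the list alone (camera adjusted p 0.0079, estimated correlation 0.065, without C replicate 3 0.11). Hindbrain genes gave 2 positive and 3 negative of 12 (camera adjusted p 0.041, estimated correlation 0.13), Hedgehog components 2 negative of 10 (0.041, estimated correlation 0.61, without C replicate 3 0.19, fry 0.16) and WNT targets 1 positive of 12 (0.048, estimated correlation 0.61, without C replicate 3 0.057, fry 0.15), with the same counts adjusted over these lists alone. RA response genes gave 5 positive and 4 negative of 13, or 6 and 5 adjusted over the list alone (camera adjusted p 0.78, positive in fry at 0.00042, median -0.30), and none of 4 Hedgehog targets was called (0.78). Across all genes 723 were called, 448 positive and 275 negative, and 388 of them reached 2-fold. Without C replicate 3 there were 1453, 1013 positive and 440 negative, and 703 of the first set were called again. The count was 468 without CR replicate 1 and 477 without CR replicate 2.

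The 2 PUR comparisons, which share no library, had fold changes that correlated over genes at 0.58, against 0.01 in 100 simulations of unchanged groups. Genes called higher in both numbered 701, against 109 if the calls were independent, and genes called lower in both numbered 1182, against 255. Genes called in opposite directions numbered 17 and 44, against 161.7 and 171.9. The 2 RA comparisons, which also share no library, correlated at 0.33, against 0.03 simulated, with 171 genes higher in both (16.7 if independent) and 149 lower in both (18.7). Genes called in opposite directions numbered 3 higher and then lower (11.5 if independent) and 40 lower without PUR and higher with it (27 if independent). CP versus C and CR versus C share the C libraries and correlated at 0.38, below the 0.48 of the simulations, while their covariance of 0.099 exceeded the simulated 0.034. For CP versus C and CPR versus CP, which share the CP libraries, the correlation was -0.18 against -0.43 simulated, and the covariance was -0.036 against -0.032. Genes are not independent replicates, so no p-value is given for these correlations. Controls of 3 libraries were too few to split, so part of the agreement between comparisons with shared libraries comes with the design.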

Values the study reported

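For cells treated with CHIR and purmorphamine, the study reported 308 genes that were higher and 138 genes that were lower after retinoic acid was added. Its statistics section names a t-test for comparisons of 2 groups in general, and the thresholds behind these numbers were not stated in the text used here.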

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

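In this part the tests of the pseudocount, of residuals placed at random and of the genes called in CR versus C were written after the results had been seen, and the others were written before. The results below stood out because a tested interaction showed that the response to PUR differed with RA. Such an interaction was called for 723 genes. When the 12 libraries were assigned to the 4 groups at random, the real assignment was the 1 of 100 with as many called genes, and the highest other count was 150. That assignment also broke up the effects of PUR and RA, so it speaks only against no group effect at all. When these effects were kept and only the residuals of a model without interaction were placed at random, the real count was the 1 of 100 as high, and the highest other count was 2. The count was 468 without CR replicate 1, 477 without CR replicate 2 and 1453 without C replicate 3.

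Of 22 genes reported here that the study named or that were fixed for every comparison, 17 were tested and 10 had an interaction. Among genes of neurogenesis and ventral identity it was 1.59 for NEUROD1, 2.51 for NEUROD4, 2.35 for NKX6-1 and 1.09 for PHOX2A. Among the HOX genes it was -4.73 for HOXD1 and -3.47 for HOXD3. GBX1, a gene of the anterior hindbrain, had -2.61 and RARB had -1.89. FOXA2 had -0.98 (adjusted p 0.018), which was not called without CP replicate 1 (adjusted p 0.051), CP replicate 3 (0.053), CR replicate 1 (0.051) or CPR replicate 2 (0.052), nor with a pseudocount of 0.1 (0.18). PHOX2A was not called without CR replicate 2 (adjusted p 0.060), CR replicate 3 (0.058) or CPR replicate 3 (0.061), nor with a pseudocount of 0.1 (0.63). RARG had -0.86 (adjusted p 0.041), a call lost when any 1 of 10 libraries was left out, with adjusted p from 0.071 without C replicate 2 to 0.12 without CR replicate 1.

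The smaller rise of HOX genes with RA when PUR was present was weighed against 2 explanations. A pseudocount on the log scale was excluded, because the median HOX interaction was -2.27 with a pseudocount of 1, -4.04 with 0.1 and still -1.63 (SE 0.41) with 5. A smaller response to RA in other genes too was tested in 2 ways. Both took the share of the rise kept, the log2 change with RA in the presence of PUR over that in its absence. Such a share depends on the pseudocount, here 1, and on the level without RA. In TPM the share kept can be far smaller. HOXB1 stood at 71.66, 60.89 and 57.45 TPM in CR and at 2.15, 1.75 and 2.45 TPM in CPR. First, genes were chosen by their rise in replicate 1, and of 565 non-HOX genes so chosen 454 also rose in the mean of the other replicates and were used. The 12 HOX genes kept a median of 28.9% of their rise (quartiles 20.4% and 43.2%) and the 454 other genes a median of 31.1%, with a far wider spread (quartiles -1.9% and 67%), and 48.9% of those genes kept a smaller share than the median HOX gene. Such a choice on 1 pair of libraries lets in genes that rose through noise, which lowers the share. Second, only genes called at least 2-fold higher in CR versus C were taken: the HOX genes kept a median of 28.7% and 294 other genes 32.9% (quartiles 12.3% and 59.3%), and 44.2% of these kept a smaller share than the median HOX gene. This choice used the same CR and C libraries that gave the rise itself. The 5 genes of the RA response list chosen in this way kept more, a median of 60.2% (27.9% to 144.3%). On this log2 scale the HOX median thus lay near that of the other genes in both choices. Single genes spread so widely, however, that a list median can easily fall inside their range. The shares of 48.9% and 44.2% therefore cannot decide whether the weaker response was particular to HOX genes. A weaker response to RA that many other genes shared to very unequal degrees remains possible. No biological cause was tested.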

How the results depend on the processing

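No called result turned its direction under any alternative, and the correlations of fold changes between comparisons without shared libraries stayed positive (0.506 to 0.644 for the PUR pair and 0.267 to 0.414 for the RA pair). Counts below are in the order CP versus C, CPR versus CP, CR versus C, CPR versus CR and interaction, and the cause of each move was not tested unless stated. Library weights, added after the data were seen, gave C replicate 3 a weight of 0.081 and the others 0.961 to 1.866, and called 6168, 1436, 4344, 5457 and 1627 genes. With only the 6 libraries compared, 2357, 921, 1069 and 4700 were called. The 2-fold threshold, stricter by construction, left 939, 202, 603, 790 and 388. Leaving out 1 library gave 2987 to 5560, 325 to 1403, 1495 to 3931, 2066 to 5368 and 468 to 1453, each highest without C replicate 3. For counts of called genes, other pseudocounts, filters, scaling, no trend and the replicate block (3725, 451, 1978, 2714 and 566) stayed within 1.5 times. The 2-fold counts depended more on the pseudocount. They were 1414, 267, 838, 1146 and 368 with 0.1, and 338, 61, 226, 307 and 163 with 5.

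Of 28 lists tested, 13, 15, 11, 20 and 11 were called, and 12, 14, 14, 18 and 8 without C replicate 3. The estimated correlation left 6, 5, 5, 6 and 4. The function fry called 23, 16, 21, 24 and 14, and a pseudocount of 0.1 left 7 for the interaction. Among 488 named gene results, 75 were lost or gained by leaving out 1 library and 93 under any alternative. The 6 libraries of a comparison were also split in each of 10 ways. The real grouping called 3999, 568, 2277 and 3052 genes, and any other split at most 1, 2, 2 and 1. The other splits mix treatments within a group, so the treatment effect itself adds to their spread and keeps their counts low. Also, 10 splits are too few for a share under 0.05. The splits therefore cannot decide on chance. Depth was unknown, so its limits could not be given.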

Other observations

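The tests of scaling, of RNA or a label from another group and of lower depth in this part were written after the pattern had been seen, and the sensory marker list was added later too. Of 6 pluripotency genes, L1TD1 fell with PUR from 13.2 ± 1.3 to 4.85 ± 0.305 TPM and with RA to 3.36 ± 0.298 TPM, and USP44 rose with PUR from 3.85 ± 1.21 to 11.2 ± 0.388 TPM. The list was not called for CP versus C, with 2 higher and 1 lower (camera adjusted p 0.29), nor for CR versus C, with 1 lower (camera adjusted p 0.16, without C replicate 3 0.0080, lower in fry at 0.023). For CPR versus CR 2 rose, or 3 adjusted over the list alone (camera adjusted p 0.037, estimated correlation 0.42). FGF targets gave 2 higher and 1 lower of 10 for CP versus C, or 6 and 1 adjusted over the list alone (camera adjusted p 0.12), with FOSL1 from 0.39 ± 0.0529 to 1.4 ± 0.201 TPM. For CPR versus CR 2 of them rose, or 3 adjusted over the list alone (camera adjusted p 0.037, estimated correlation 0.36). Mesenchyme genes gave 2 higher and 6 lower of 11 for CP versus C, or 3 and 6 adjusted over the list alone. The list was not called in camera (adjusted p 0.25) but was lower in fry (0.049). The smooth muscle actin gene ACTA2 went from 20.9 ± 1.45 to 56.4 ± 2.65 TPM and TAGLN from 22.2 ± 1.98 to 5.38 ± 1.35 TPM. With RA added to PUR 3 of 11 fell, or 4 with 2 higher adjusted over the list alone (camera adjusted p 0.019, estimated correlation 0.30), including COL3A1 from 7.13 ± 0.461 to 2.59 ± 0.226 TPM. Surface ectoderm and placode genes gave 2 higher and 3 lower of 8 for CP versus C. Adjusted over the list alone the counts were 2 and 4. The list was not called in camera (adjusted p 0.19) but was lower in fry (0.00022). EYA2, a placode gene, went from 14.4 ± 0.447 to 1.64 ± 0.199 TPM. For CPR versus CR 1 rose and 4 fell, also adjusted over the list alone (camera adjusted p 0.037, estimated correlation 0.30, without C replicate 3 0.070). Of 3 endoderm genes 2 were called lower with PUR, also adjusted over the list alone (camera adjusted p 0.023, estimated correlation 0.14, without C replicate 3 0.13), and CXCR4, a chemokine receptor also made outside endoderm, went from 148 ± 10.2 to 30.8 ± 1.56 TPM. For CPR versus CR 2 endoderm genes fell, or 3 adjusted over the list alone (camera adjusted p 0.0029, estimated correlation 0.059). None of 3 mesoderm and endothelium genes was called for CP versus C (camera adjusted p 0.97), and MEOX1 rose with RA from 0.29 ± 0.104 to 7.64 ± 0.11 TPM. For CPR versus CP 1 of the 3, MEOX1, rose, also adjusted over the list alone (camera adjusted p 0.030, estimated correlation 0.11, without C replicate 3 0.060). Stress genes gave 1 higher and 5 lower of 16 with PUR, or 2 and 7 adjusted over the list alone (camera adjusted p 0.27). CDKN1A, a cyclin-dependent kinase inhibitor gene, rose from 33.9 ± 1.71 to 109 ± 1.35 TPM and JUN fell from 26.3 ± 3.21 to 9.89 ± 0.702 TPM.

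RA moved 43 genes in opposite directions without and with PUR. Of these 40 were lower with RA alone and higher when RA was added to PUR, against 27 if the calls were independent, and 3 did the reverse, against 11.5, CLEC18B, WNT3A and TMEM132C. The 40 included P2RX3, a sensory ATP receptor gene, which stood at 23.9, 10, 2.1 and 7.44 TPM in C, CR, CP and CPR, and the neurogenesis gene INSM1 at 25.8, 9.38, 3.33 and 6.74 TPM. CLEC18B, TMEM132C and this set of genes were chosen after their values were seen.

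The early neuron list, which fell with PUR by a median log2 change of -1.78 in CP versus C, was weighed against 3 explanations. Scaling of TPM between libraries was excluded, because median-of-ratios scaling gave -1.78 (SE 0.38). Gene length and GC content were excluded, because -1.83 (SE 0.38) remained after their trend was taken out. A smaller share of peripheral sensory neurons remains possible: 13 of 21 sensory markers were tested with a median of -0.47 (SE 0.47), 7 fell, including PRDM12 from 30.9 to 4.38 TPM, and NTRK2 rose from 22.1 to 43.8 TPM. Of 9 central neuron markers 3 were tested and only SLC17A6 was called, falling from 8.2 to 0.0833 TPM, so bulk values could not separate fewer neurons from lower expression per cell, or tell which neurons were concerned.

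The distance of C replicate 3 from the other C libraries was weighed against 3 explanations, and no biological one was tested. Length and GC content took out 20.3% of the variance of its deviation, against 0.6% to 1.9% in the libraries of the other groups (C replicates 1 and 2 carry the mirrored trend and give no separate reference), so a technical share is possible but most of the deviation was left. RNA or a label from another group was excluded, because genes specific to CP, CR or CPR stood at a median of 0% of that group's level. Lower depth remains open, with 446 tested genes at 0 against 371 and 340 in the other C libraries, a ratio of 1.25. Which of the C libraries is typical could not be decided, since the ribosomal protein share of C replicate 3 (30.5%) lay within the range of the other groups and those of C replicates 1 and 2 (25.2% and 24.9%) lay below it.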
